A study of Arabidopsis thaliana with 6 samples. Its data were reported in "The global translation profile in a ribosomal protein mutant resembles that of an eIF3 mutant" (2013).

How the data were processed

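Total RNA from the aerial part of seedlings was hybridised to ATH1 arrays, 3 for eif3k and 3 for wild-type Columbia. Per the labels, seedlings were grown for 11 days at 22 °C on agar plates (0.8% agar) that held 1% sucrose under 16 h of light, and harvested 4 h after lights on. The study's methods instead give continuous light for the eif3k mutant, and this difference is not settled in the sources used here. The deposited values are log2 signals; the submitters' processing notes name GCRMA, whose version is not given in the sources used here, and the log base was taken from that method and the range of the values. The study's own analysis used another summary method. GCRMA subtracts a background estimated from probe sequence and quantile-normalizes arrays together, so many dim probe sets take a common floor of 2.25, and a broad shift of all transcripts in one genotype would be removed.

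Of 22810 probe sets, 64 Affymetrix controls were left out, and 22746 were tested. The platform annotation listed 14016 of them, 13513 with 1 gene and 503 with several. A further 545 were named only through the probe set and locus pairs of the study's supplement, used as annotation, and 8185 are unnamed here. Where both sources named a probe set (891), 851 shared a locus. Gene names and the order of genes along chromosomes came from the RefSeq table, without coordinates.

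Groups and replicate numbers came from the labels. Differences were tested with limma 3.58.1 in R 4.3.3 (lmFit and eBayes, 2-sided) on all 6 arrays without a block, with Benjamini-Hochberg adjustment over all probe sets, an adjusted p under 0.05 and at least a 2-fold difference. The fitted prior had 0.388 degrees of freedom, and so little spread was shared between probe sets. Probe sets at the floor vary very little, but whether they caused this was not tested. Gene lists fixed before the data were examined (37, of which 26 had at least 5 matched probe sets) were tested with camera at a preset correlation of 0.01, adjusted over the 26 lists, with an estimated correlation and fry beside it. Most lists given as loci were matched only in part, because many probe sets are unnamed here. The lists from the study's other mutants were called by the study against those mutants' own wild-type samples; its filter on stable translation state also used the wild-type samples of the eif3k experiment.

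The replicate numbers were taken to pair the arrays: the labels tie replicate 3 to its own array date, and the deviations from the group means correlated between same-numbered arrays at 0.247, 0.378 and 0.542 across probe sets, which are not independent replicates. Arrays of unlike number correlated as much within the first date, at 0.308 for eif3k 1 with wild-type 2 and 0.395 for eif3k 2 with wild-type 1, so these values show a shared date and no pairing within it. The interaction of genotype with array date was fitted with 1 array of each genotype on the later date, which is assumed to vary like the arrays of the first.

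Named genes were chosen by a fixed rule: eIF3k; the 12 higher and 12 lower probe sets with the largest difference among those past the threshold and alike in sign in all 3 pairs, with places left open filled by the smallest unadjusted p among probe sets with a mean signal above the median of all; and the 2 members of smallest unadjusted p in each list. The alternatives tried were blocks for replicate or array date, the first date alone, other scaling, a filter on dim probe sets, another variance prior, array weights, other thresholds and set tests, and leaving out each array.

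The test was tested on simulated data with the real means and each probe set's own spread over all 6 arrays, and 50 of 22746 probe sets changed at each fold size. The changed probe sets were drawn only from those with a mean signal above the median of all, so the shares recovered do not cover dimmer ones. It recovered 28% of 2-fold, 68% of 4-fold, 72% of 8-fold and 90% of 16-fold changes, with 11 false calls. With the smaller spread within array dates it recovered 42%, 74%, 86% and 98%, with 12 false calls. All fold sizes and the shifted lists shared a single table in each simulation, and many large changes ease the Benjamini-Hochberg adjustment. The shares recovered may thus be too high for a table with few changes. In these simulations the probe sets varied independently of each other, unlike real arrays, and camera recovered all 4 shifted lists with either spread. Of 16 lists that were not shifted, camera called 0 with the first and 1 with the second. The simulated lists also held brighter probe sets only, and every member of a shifted list moved by the same amount. They were larger than the flavonoid, jasmonate, initiation factor and organelle-encoded lists tested below, so this recovery need not hold for those.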

Results

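Transcript levels were measured with ATH1 arrays, which carry oligonucleotide probe sets for most nuclear and organellar genes of Arabidopsis, in the aerial part of 11-day-old seedlings. There were 3 arrays of the eif3k mutant, which carries a T-DNA insertion in intron 6 of the gene for subunit k of translation initiation factor eIF3, and 3 arrays of wild-type Columbia. Replicates 1 and 2 of both genotypes were run on one array date and replicate 3 of both on a later one. The deposited log2 signals ranged from a floor of 2.25 to 15.55, and the median signal of an array lay between 4.02 and 4.12. Between 25.5% and 26.8% of probe sets lay at the floor of each array, where differences cannot be seen. The number of arrays limits the precision of every value.

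The first comparison asked whether the transcript of the mutated gene itself was altered. The eIF3k probe set (AT4G33250) had a log2 signal of 6.98 ± 0.47 (SD, n = 3) in eif3k and 8.96 ± 0.19 (SD, n = 3) in wild-type. The difference was -1.98 with a standard error of 0.28, which is 3.94-fold lower in the mutant. The signal was lower in all 3 same-numbered pairs, by log2 differences of -2.01, -2.56 and -1.37. The limma adjusted p over all probe sets was 0.864 and the unadjusted p was 0.00152, so the difference did not pass the threshold. The study's methods describe a transcript truncated at its 3′ end in this mutant, and no full-length one. Where the probes of this set lie relative to the insertion was not given in the sources used here.

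**Figure D1:**
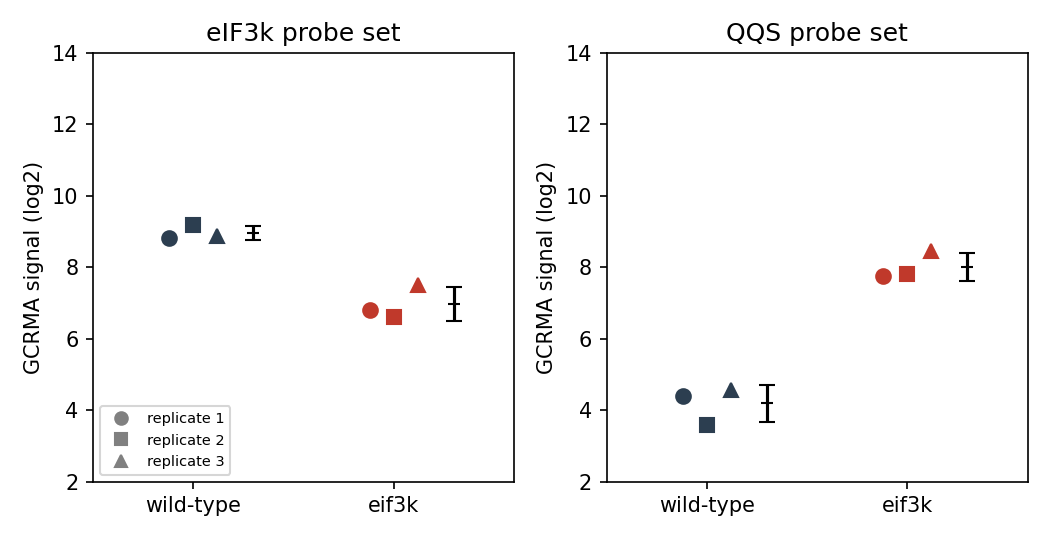
GCRMA signal (log2, vertical axis) of the eIF3k and QQS probe sets on each array of wild-type and eif3k; symbols mark the replicate, and the bar gives the mean and SD of 3 arrays. The eIF3k signal was lower in all 3 eif3k arrays, with means of 6.98 and 8.96, and the QQS signal was higher in all 3, with a log2 difference of 3.82.

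The second comparison asked which other transcripts differed between eif3k and wild-type. The largest difference among the named genes was that of QQS, an orphan gene known to affect starch content, at 8.01 ± 0.39 (SD, n = 3) in eif3k, against a highest wild-type signal of 4.58 and a wild-type SD of 0.52. The log2 difference was 3.82 with a standard error of 0.36, a 14.1-fold difference seen in all 3 pairs. IMS2, which is named for isopropylmalate synthase but stood in the fixed list of aliphatic glucosinolate genes, was 3.51-fold higher. That list matched too few probe sets to be tested. The MADS-box gene AGL87 was 3.32-fold lower. The gene AT3G55710 was 2.29-fold lower, with a log2 difference of -1.20 and a standard error of 0.10. None of these passed the threshold: with limma, 0 of 22746 probe sets reached an adjusted p under 0.05, with or without the 2-fold criterion. The smallest adjusted p was 0.243, and 694 probe sets had an unadjusted p under 0.05. By chance 904 would be expected from the 18084 probe sets not at the floor on all arrays, if their p-values were evenly spread. Some of these do not vary either, such as OLEO3 at 2.87 on all 6 arrays, so 904 may be too high. With the replicate number as a block the count was again 0, with 1089 at an unadjusted p under 0.05, and within the first array date it was 0 with 1216. With the array date as a block it was 0 with 1196, and the smallest limma adjusted p was 0.0561, for AT5G52550.

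As no probe set passed, the named genes are those of smallest unadjusted p among the brighter probe sets, and all of them are below the threshold. Among those with higher values in eif3k, CLPP4, a subunit of the plastid Clp protease, had a log2 difference of 0.29, and ATERDJ3B, a chaperone of the endoplasmic reticulum, one of 0.40. AT1G62500 had 0.88, AT1G64190 had 0.36, AT4G12340 had 0.32, AT1G16560 and AT1G53440 each had 0.32, AT1G73180 had 0.31, AT1G67350 had 0.26 and AT3G08680 had 0.16. Among those with lower values, the transcription factor gene MYB48 had a log2 difference of -0.57, AT5G44060 had -0.64, AT5G55960 had -0.63 and AT5G26610 had -0.46. AT2G45530 had -0.42, P1R1 had -0.40, AT2G03470 had -0.38, AT5G52550 had -0.33, AT4G31410 had -0.28 and AT1G54440 had -0.24. Their adjusted p ranged upward from 0.475. Each had the same sign in all 3 pairs, but choosing by smallest p favours this, so it adds no support. Across all probe sets the pair differences correlated weakly: 0.162 for pairs 1 and 2, 0.064 for pairs 1 and 3, and 0.216 for pairs 2 and 3.

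A fold criterion without a test, at least 2-fold the same way in every same-numbered pair, was met by 16 probe sets, 13 higher and 3 lower in eif3k. The higher ones included the defence-related genes PR4, with a log2 difference of 2.08, and AZI1, with 3.00, and EARLI1, with 2.98; the lower ones were eIF3k, AGL87 and AT3G55710. These genes of the fold criterion were singled out after their values were seen. Some varied strongly within a genotype: EARLI1 had an SD of 1.80 in eif3k and 1.66 in wild-type, and PR4 had an SD of 1.91 in eif3k, with an unadjusted p of 0.136.

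The third comparison asked whether fixed groups of genes shifted together. Of 16 lists tested with camera at a preset correlation, 4 passed: flavonoid and anthocyanin genes, jasmonate genes, and initiation factors other than eIF3 with poly(A) binding proteins were higher in eif3k, and organelle-encoded ribosomal proteins were lower. None of the 4 passed when the correlation between genes was estimated, and no member of these lists passed the test of single genes, over all probe sets or adjusted over the list alone. The estimated correlation of the initiation factor list was -0.064, below the preset 0.01, so the loss of its call did not come from correlation between its genes. With an estimated correlation, camera judges each list by the few residual degrees of freedom of the arrays, and it passed none of the 26 lists. Failing that test therefore does not by itself show that correlation undid a call, here or for the lists below. Of the 67 named probe sets besides eIF3k, 24 moved by over 1.5 times or turned in sign when 1 array was left out, and none of the 67 had passed. The number of lists that passed ranged from 0 to 6 when 1 array was left out: it was 0 without wild-type replicate 1 and 1 without eif3k replicate 2.

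Flavonoid and anthocyanin genes had a median log2 difference of 0.57 over 8 probe sets, all of them higher in eif3k (camera adjusted p = 0.00689; adjusted p = 0.521 with an estimated correlation). The members of smallest p were TT4, the chalcone synthase gene, with a log2 difference of 1.11, and GSTF12, a transferase needed for anthocyanin transport, with 0.97. The list no longer passed without wild-type replicate 3 (median 0.24), eif3k replicate 1 (0.42), eif3k replicate 2 (0.36) or wild-type replicate 1 (0.51). Jasmonate genes had a median of 1.08 over 5 probe sets (camera adjusted p = 0.0328; adjusted p = 0.819 with an estimated correlation). Their member of smallest p was the defensin gene PDF1.2, with 1.11 (0.50 without eif3k replicate 3 and 1.64 without eif3k replicate 1; 0.05, 1.08 and 2.19 in the pairs), and the next probe set names several genes. LOX2, a lipoxygenase of jasmonate synthesis named here after its value was seen, had 1.08. The jasmonate list no longer passed without eif3k replicate 3 (median 0.50), eif3k replicate 2 (1.19), wild-type replicate 1 (0.56) or wild-type replicate 2 (0.60). It also differed between the array dates, with a median log2 difference of 1.5 toward higher values on the replicate 3 arrays (camera adjusted p = 0.00202), more than its genotype difference. The initiation factors and poly(A) binding proteins had a median of 0.17 over 12 probe sets, 10 of them higher (camera adjusted p = 0.0328; adjusted p = 0.413 with an estimated correlation; adjusted p = 0.0516 with the replicate number as a block). AT1G77840 had a log2 difference of 0.22 and PAB2 one of 0.25 (0.17 without wild-type replicate 1); PAB8, named after its value was seen, had 0.09. This list no longer passed without eif3k replicate 1 (median 0.14), eif3k replicate 2 (0.19), wild-type replicate 1 (0.12) or wild-type replicate 3 (0.13); it still passed without wild-type replicate 2, where the median was 0.10.

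Organelle-encoded ribosomal proteins had a median log2 difference of -0.73 over 28 probe sets, 25 of them lower in eif3k (camera adjusted p = 0.0105; adjusted p = 0.888 with an estimated correlation). This value rested on replicate 3: the pair medians were -0.03, 0.00 and -2.23, within the first array date the adjusted p was 0.664, and without eif3k replicate 3 the median was 0.27. It also did not pass without wild-type replicate 1 (median -0.44), and passed with larger medians without eif3k replicate 1 (-1.15) and eif3k replicate 2 (-1.17). On the array of eif3k replicate 3, the control probe set for 25S rRNA had a log2 signal of 8.13, against 12.04 to 12.87 on the other 5 arrays. The 2 members of smallest p both came from probe sets that name several genes.

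**Figure D2:**
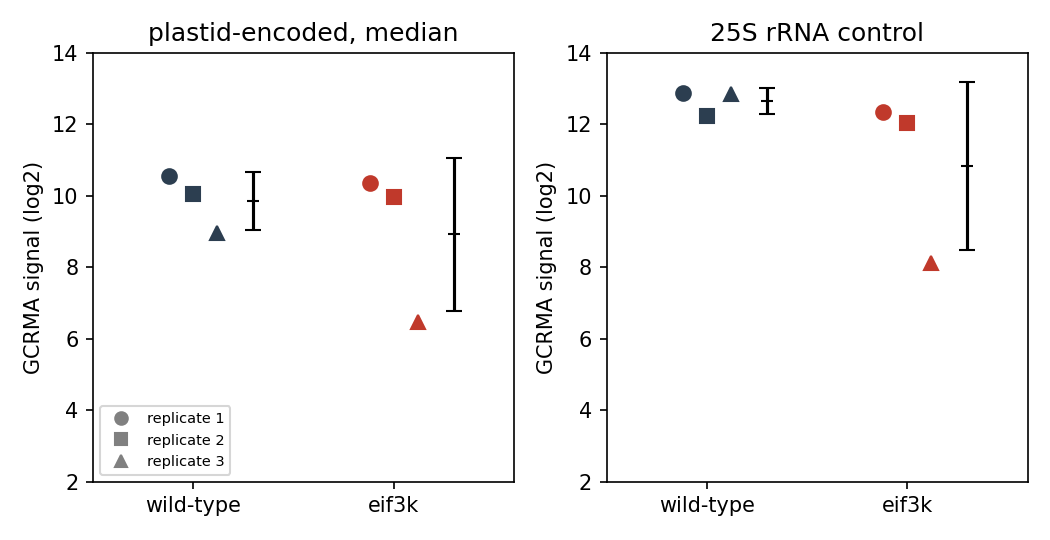
Median GCRMA signal (log2, vertical axis) of 79 plastid-encoded probe sets and the signal of the 25S rRNA control on each array; symbols mark the replicate, and the bar gives the mean and SD of 3 arrays. The array of eif3k replicate 3 has the lowest value in both panels, at 6.47 and 8.13.

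The other lists did not pass with camera on all arrays. Cytosolic ribosomal proteins had a median log2 difference of -0.01 over 216 probe sets while camera pointed upward (adjusted p = 0.918), with pair medians of 0.33, 0.00 and -0.33; their members AT3G28500 and AT5G20290 had 0.35 and 0.21. Organellar ribosomal proteins encoded in the nucleus had a median of 0.01, with pair medians of 0.22, -0.04 and -0.07, and with 0.38 for AT2G44065 and 0.49 for AT3G49080. The other eIF3 subunits had a median of 0.02, with 0.25 for AT5G15610 and 0.06 for TIF3H1. Without eif3k replicate 3 this list passed at the preset correlation (median 0.10, adjusted p = 0.0491; adjusted p = 0.888 with an estimated correlation on all arrays), and without eif3k replicate 1 its median was -0.016. Salicylate and defence genes had a median of 0.38 (camera adjusted p = 0.157), with 1.26 for PR1 (0.82 without wild-type replicate 3) and 0.46 for WRKY70 (0.18 without eif3k replicate 2 and 0.72 without eif3k replicate 1; -0.10 in pair 1). This median came mostly from pair 3: the pair medians were 0.005, 0.05 and 0.72, the median was 0.14 without eif3k replicate 3 and 0.58 without eif3k replicate 1, and the list passed with median centring (adjusted p = 0.0225). Without centring, camera with an estimated correlation gave this list an adjusted p = 0.521. Seed storage, oleosin and late embryogenesis genes had a median of -0.42, with -0.65 for ECP63 and 0.08 for PAP85, and cold, drought and ABA responsive genes had -0.22, with 0.47 for COR47 and -0.65 for COR15B. Both negative medians came from pair 3: the pair medians were 0.00, 0.51 and -1.67 for the seed list and 0.01, 0.53 and -1.49 for the cold list, and the first-date medians were 0.055 and 0.24. The seed median was 0.11 without wild-type replicate 3, and the cold median was 0.27 without eif3k replicate 3. Histone genes had a median of -0.07, with pair medians of 0.17, 0.08 and -0.34, and their 2 members of smallest p both name several genes. Nuclear photosynthesis genes had 0.03, with 0.94 for LHCB4.3 and 0.14 for PSBY; evening-phased clock genes had 0.06, with 0.19 for GI; heat shock genes had 0.0067, with 0.12 for AT2G29500 and 0.53 for AT5G48570, which was 0.12 without wild-type replicate 3; 5 of the 8 heat shock probe sets had signals under 3 on all arrays. Early auxin responsive genes had 0.00, with 3 of 6 probe sets under a signal of 3 on all arrays, and with -0.42 for WES1 and 0.23 for GH3.3, and 1 of their 6 probe sets passed when adjusted over the list alone, as did the list with fry's test for changes in either direction (adjusted p = 0.0129). Of the 6 root marker probe sets, 4 had signals under 3 on all arrays, so their median decides nothing; the other 2, of which 1 names several genes and the other is PYK10, had 0.50 and 0.49 and were higher in all 3 pairs (camera adjusted p = 0.580 for the list). Within the first array date, 3 of these lists passed upward at the preset correlation: cytosolic ribosomal proteins (median 0.15, camera adjusted p = 9.99e-12), nuclear-encoded organellar ones (0.08, adjusted p = 1.91e-04) and histones (0.10, adjusted p = 0.0326). Each had an adjusted p = 0.610 there with an estimated correlation. The flavonoid list, with an estimate of 0.82, and the jasmonate list, with -0.23, had the same value there. With 4 arrays that test has still fewer degrees of freedom, so it does not decide these calls. For the ribosomal lists pair 1 alone gave a median above 0. At the preset correlation the 2 ribosomal lists and the histones also passed without eif3k replicate 3 (medians of 0.14, 0.068 and 0.17). The nuclear-encoded organellar list passed without wild-type replicate 3 (0.03), and the cytosolic one in the downward direction without eif3k replicate 1 (-0.10). Another 11 lists matched fewer than 5 probe sets and were not tested: morning-phased clock, unfolded protein response, touch and wound, regulatory upstream reading frame, cell cycle, floral, senescence, sugar starvation, aliphatic glucosinolate, iron deficiency, and xenobiotic and oxidative stress genes.

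**Figure D3:**
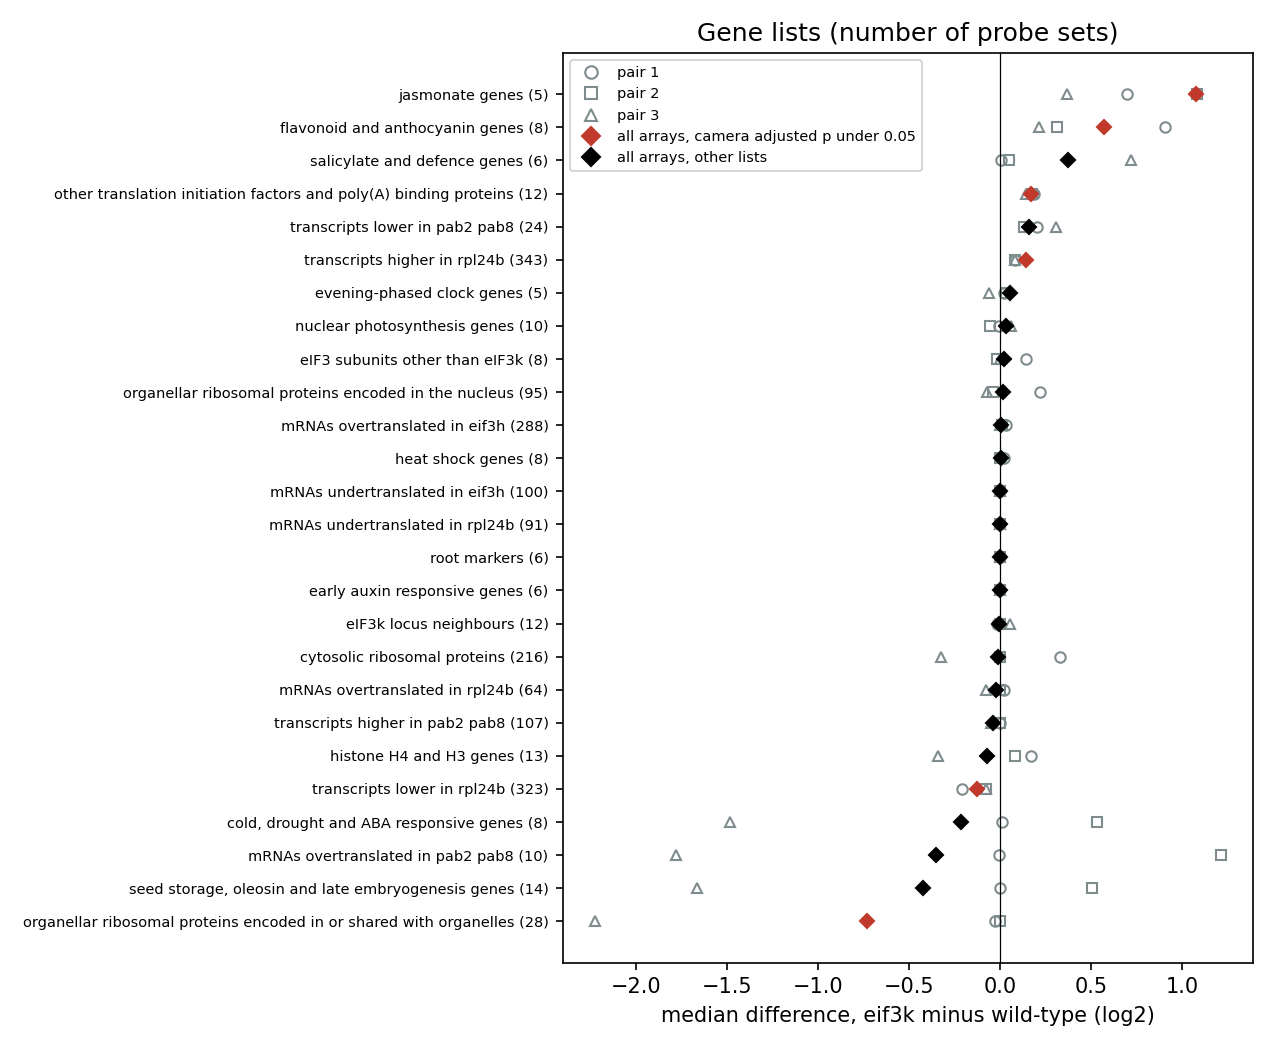
Median difference of each tested list (eif3k minus wild-type, log2, horizontal axis), with open symbols for the 3 same-numbered pairs and diamonds for all arrays, red where the camera adjusted p was under 0.05 at the preset correlation. The organelle-encoded ribosomal proteins sit at -2.23 in pair 3 and near 0 in the other pairs.

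The fourth comparison asked whether transcripts and mRNAs affected in the translation mutants rpl24b, eif3h and pab2 pab8 also moved in eif3k. These lists came from the study's other arrays, with their own wild-type controls. The lists of overtranslated and undertranslated mRNAs were called on ribosome loading. The arrays used here measured total RNA, so these lists were compared by transcript level only, and their medians do not speak to translation in eif3k. For ribosome loading, the study reported no general disturbance in eif3k of the mRNAs changed in rpl24b or eif3h. Transcripts higher in rpl24b, a mutant of a large-subunit ribosomal protein, had a median log2 difference of 0.14 over 343 probe sets in eif3k (camera adjusted p = 1.59e-08), and those lower in rpl24b had -0.13 over 323 probe sets (camera adjusted p = 8.73e-06). With an estimated correlation (0.032 and 0.027), camera gave both an adjusted p = 0.405. In the first list 93 probe sets had signals under 3 on all arrays, and the median was 0.34 over the other 250 and 0.37 with the dim filter. The members of smallest p were AT5G12930, with 0.40, and IMS2, with 1.81, in the first list, and AT3G55710, with -1.20, and AT5G44060, with -0.64, in the second. In each of these lists 1 probe set passed when adjusted over the list alone and 0 over all probe sets. In the first list it was that of AT5G12930, with signals from 2.37 to 2.85. It is thus among the probe sets under 3 on all arrays, and its pass rests on signals near the floor.

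The remaining 7 lists of this kind did not pass with camera on all arrays. mRNAs overtranslated in rpl24b had a median of -0.02, with 1.27 for DFL2 and -0.50 for AT5G43740, and those undertranslated had 0.00, with 0.48 for AT3G14240. mRNAs overtranslated in eif3h had 0.0067, with eIF3k itself and AT2G44065 as the members of smallest p, and those undertranslated had 0.00, with -0.68 for AT1G67865 and 0.97 for PAO4. mRNAs overtranslated in pab2 pab8 had -0.35, with 0.28 for PAB4 and -0.65 for ECP63; this value came from pair 3, with pair medians of -0.005, 1.22 and -1.78 and a first-date median of 0.41, and was 0.24 without wild-type replicate 3. Transcripts higher in pab2 pab8 had -0.04 while camera pointed upward, with 1.81 for IMS2 and 0.94 for LHCB4.3, and those lower had 0.16, with -0.68 for AT1G67865 and 2.16 for AT2G43620. Within the first array date, transcripts higher in pab2 pab8 passed with a median of 0.045 (camera adjusted p = 0.0326; adjusted p = 0.610 with an estimated correlation), and without eif3k replicate 3 with 0.037. Transcripts lower in pab2 pab8 passed without wild-type replicate 3 (median 0.34) and, on all arrays, with fry's test for changes in either direction (adjusted p = 0.0461). Fry's test for a shared direction gave them an adjusted p = 0.970 on all arrays. With median centring, 3 of the 7 passed: transcripts lower (adjusted p = 0.00353) and higher (adjusted p = 0.0184) in pab2 pab8, and mRNAs overtranslated in eif3h (adjusted p = 0.00428). Without centring, camera with an estimated correlation gave these 3 lists an adjusted p of 0.888, 0.896 and 0.888, in the same order.

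The fifth comparison asked whether genes beside the insertion were altered. The 12 probe sets of eIF3k locus neighbours had a median log2 difference of -0.0067 (camera adjusted p = 0.644), and 0 passed when adjusted over the list alone. As 7 of them had signals under 3 on all arrays, the median says little; over the other 5 it was 0.02, with 3 higher and 2 lower. The probe set of smallest p names several genes; it had a log2 difference of 0.53 (unadjusted p = 0.165) and was higher in all 3 pairs, by 1.18, 0.21 and 0.20, and was 0.22 without eif3k replicate 1. The next, of AT4G33180, had -0.24 (-0.14 without eif3k replicate 2), with -0.34, -0.57 and 0.18 in the pairs. AT4G33230 and AT4G33290, named after their values were seen, lay at the floor on all 6 arrays.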

Values the study reported

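With all 22,746 probe sets entered, the study counted 138 differentially translated genes in rpl24b and 143 in eif3h. With 3 prefiltered gene sets added and duplicates removed, it counted 155 in rpl24b and 388 in eif3h. These counts concern ribosome loading in other mutants and are not comparable with the transcript levels measured here.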

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

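All tests in this part were chosen after the results were seen, except the test of morning-phased genes, the comparison of rpl24b genes between arrays of one genotype and date, and the splits of the arrays for counts of lists.

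The difference between the eif3k and wild-type arrays of the later date was unlike that of the first date for 112 probe sets (interaction, limma adjusted p under 0.05 and at least 2-fold), 64 toward higher and 48 toward lower values in eif3k. The later date has 1 array of each genotype, judged here by the spread of the first date, so this does not tell a different genotype effect from 1 deviating array. In 72 of these probe sets the 4 arrays of the first date lay within 0.1 of each other, many at the floor, so the spread behind the test is very small. On the array of eif3k replicate 3, MGD2, a galactolipid synthase gene induced by phosphate shortage, had a log2 signal of 8.02, against 2.95 on that of wild-type replicate 3. On the array of wild-type replicate 3, ICL, the isocitrate lyase gene of the glyoxylate cycle, had 6.16 and the late embryogenesis gene LEA18 had 4.91, against 2.41 and 2.25 on that of eif3k replicate 3. By the same interaction, tested with camera at the preset correlation, the median shift was -2.74 for seed storage, oleosin and late embryogenesis genes, -2.06 for cold, drought and ABA responsive genes, -0.44 for histone genes, -0.48 for cytosolic ribosomal proteins and -0.19 for nuclear-encoded organellar ones. It was -2.07 for organelle-encoded ribosomal proteins, -0.15 for mRNAs overtranslated in rpl24b, -2.63 for mRNAs overtranslated in pab2 pab8 and -0.36 for transcripts higher in pab2 pab8. These shifts rest on the same 1 array of each genotype, and no estimated correlation was tried for them. In the genotype comparison the estimates for these lists ran from 0.024, for mRNAs overtranslated in rpl24b, to 0.71, for organelle-encoded ribosomal proteins.

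The 79 plastid-encoded probe sets lay a median of -3.25 lower on the array of eif3k replicate 3 than on the other eif3k arrays, together with the 25S rRNA control. An effect of the eif3k genotype is argued against by pairs 1 and 2, where the lower of the medians was -0.08. The array date alone is argued against by wild-type replicate 3, which lay only -0.78 from the other wild-type arrays, though the date may account for that part. A smaller amount of RNA without a poly(A) tail in this target is a candidate explanation that stays open: over 7 detected mitochondrially encoded probe sets the median was -0.64, but their upper quartile was 0.09, and this set was taken after all 30 had given 0.00, most of them at the floor. A condition of these seedlings was not tested.

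Evening-phased clock genes lay a median of 3.45 higher on the replicate 3 arrays, 3.39 in eif3k and 3.29 in wild-type; PRR3 rose from near the floor to 6.03 and 5.89, while GI was at 5.19 and 5.25. An unspecific offset between dates is argued against, as the median lay at percentile 100 of 10000 random lists matched on signal. A later clock phase of these seedlings may account for it, but 3 matched morning-phased probe sets did not decide this, with medians of 0.085 in eif3k and -0.415 in wild-type. Their members disagreed. On the replicate 3 arrays CCA1 was lower, at 8.84 against 9.40 and 9.78 in eif3k and at 8.69 against 10.40 in wild-type. LHY was higher in eif3k, at 9.20 against 7.34 and 8.20, but lower in wild-type, at 8.16 against 8.39 and 8.76. The array date and the growth of replicate 3 cannot be told apart.

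Genes higher and lower in rpl24b shifted the same way in eif3k, with a difference between the list medians of 0.27, and of 0.29, 0.16 and 0.16 in the pairs. A trend with signal level is argued against, since the largest of 10000 random pairs of lists was 0.06. Variation of these genes between any arrays stays open: between arrays of one genotype and date the largest such difference was 0.08, but that rests on 2 comparisons, and between the dates it reached 0.19 in wild-type, more than in pairs 2 and 3. The real split of the arrays gave the largest difference of the 10 splits, too few for a share under 0.05. Neither list passed with an estimated correlation. That test has few residual degrees of freedom with 6 arrays and passed no list, so it does not decide this. A response shared by both mutants may also underlie the 0.27, but 1 mutant line was measured and its background was not separated from the mutation. Per the study's methods, the rpl24b mutant is in the Wassilewskija ecotype, lacks several genes beside RPL24B and carries a CAPRICE transgene. The study considers effects of these on translation likely to be small at most. Their part in the rpl24b transcript lists was not tested here.

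The 10 splits of the 6 arrays are too few for a share under 0.05. For probe sets past the threshold, the real count was 0 and the highest other 0, so all 10 gave as many. For the fixed gene lists, the real count was 4 and the highest other 7, and 9 splits gave at least as many: 4 of the others gave more, 4 gave 4 and 1 gave fewer. For the lists from the other mutants, the real count was 2 and the highest other 5, and 7 splits gave at least as many: 4 of the others gave more, 2 gave 2 and 3 gave fewer. The 3 other splits that also part all same-numbered pairs mix the genotypes and gave 4 to 6 gene lists and 2 to 4 lists from the other mutants.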

How the results depend on the processing

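The combinations of a dim filter with the replicate block, and of the first array date with an estimated correlation, were chosen after seeing the data. The eIF3k difference kept its direction and its side of the threshold in all 14 alternatives, from -2.29 to -1.80. The count of probe sets past the threshold stayed at 0 with limma in every alternative, the replicate block included, and was 16 by the fold criterion without a test; without eif3k replicate 3, 2 probe sets reached an adjusted p under 0.05 but not 2-fold, and without wild-type replicate 3, 1 did. The replicate block ended the call of the initiation factor list, leaving 3 gene lists, and changed no other call. The gene lists past the threshold were 6 in the first array date, 5 with median centring and 5 with array weights, both without the organelle-encoded list (adjusted p = 0.136 and 0.190), 2 with the dim filter, 0 with an estimated correlation, also in the first date, 0 with fry's test for a shared direction, and 0 to 6 with 1 array left out. The lists from other mutants were 3 in the first date, 5 with median centring, 0 with an estimated correlation, also in the first date, 0 with that fry test, and 2 to 3 with 1 array left out. The locus neighbours stayed at 0. Signal at the floor limits what can be seen for dim genes. The cause was not tested for any change named here.

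The camera direction of some lists reversed. With the replicate block and the array date block, transcripts higher in pab2 pab8 did (-0.04). In the first array date these did, the lists with either correlation: seed storage genes (0.055), cold, drought and ABA genes (0.24), histones (0.10), and mRNAs overtranslated in rpl24b (0.0025) and in pab2 pab8 (0.41), with COR15B (0.03) and the histone probe set of smallest p (0.045). With median centring it was cold genes (-0.25), histones (-0.11), and mRNAs overtranslated in rpl24b (-0.06) and pab2 pab8 (-0.39). With the dim filter it was locus neighbours (0.02), cytosolic ribosomal proteins (-0.027) and mRNAs overtranslated in pab2 pab8 (-0.027). With array weights it was seed storage genes (0.12), cold genes (0.33), histones (0.016) and mRNAs overtranslated in pab2 pab8 (0.44). With fry it was cytosolic ribosomal proteins (-0.01) and mRNAs undertranslated in eif3h (0.00).

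With 1 array left out, the medians of lists whose camera direction reversed ranged from -0.016 to 0.10 for eIF3 subunits, -0.62 to 0.27 for cold genes, -0.10 to 0.14 for cytosolic ribosomal proteins, -0.017 to 0.068 for nuclear-encoded organellar ones and -1.17 to 0.27 for organelle-encoded ones. They ranged from -0.72 to 0.24 for mRNAs overtranslated in pab2 pab8, -0.088 to 0.037 for transcripts higher in pab2 pab8, -1.08 to 1.22 for evening-phased genes, -0.15 to 0.17 for histones, -0.72 to 0.11 for seed storage genes, -0.048 to 0.063 for photosynthesis genes, -0.073 to 0.0067 for mRNAs overtranslated in rpl24b and 0.00 to 0.0042 for mRNAs undertranslated in eif3h. Single genes that reversed were PSBY (-0.018 to 0.23), GI (-0.083 to 0.36), an evening-phased probe set that names several genes (-0.76 to 0.33) and a histone H4 one (-0.88 to 0.10).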

Other observations

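Between the array dates, 156 probe sets differed with genotype held in the model (limma adjusted p under 0.05), 76 of them by at least 2-fold. COR27, a cold- and clock-regulated gene, rose by a log2 difference of 3.92 and PWD, a glucan phosphorylating enzyme of starch breakdown, rose by 2.30 on the replicate 3 arrays of both genotypes. XTH32, a cell wall gene, fell by 1.95, and AT1G73480 fell by 2.84. These genes were named after their values were seen.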
